A study of Mus musculus with 8 samples. Its data were reported in "Reporter CRISPR screens decipher cis-regulatory and trans-regulatory principles at the Xist locus" (2025).

How the data were processed

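Single-cell RNA-seq was performed by the study on female mouse embryonic stem cells at day 4 of 2i/LIF withdrawal, the removal of the inhibitors and cytokine that hold these cells in naive pluripotency. The wild-type (WT) control was the line TX1072, clone A3, an F1 hybrid of the mouse strains C57BL/6 (B6) and CAST/EiJ (Cast), which lets reads that cover a strain variant be assigned to one X chromosome. On its B6 X chromosome, Xist can also be driven by doxycycline. The compared line, ΔFtx-Xert (clone F9), carries a homozygous deletion of the distal regulatory elements that lie in Ftx and Xert. The series held 8 labelled samples: 4 gene expression libraries, with 2 replicates per genotype, and the 4 matching MULTI-seq libraries, which read the lipid-anchored sample barcodes used to tell pooled cells apart. Barcoded cells were pooled before the libraries were prepared, so free RNA can pass between the samples of a pool. Groups and replicate numbers were taken from the sample titles. The labels do not say that the replicates were separate cultures, so p-values measure the spread between these samples, which may be technical.

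The authors deposited raw UMI counts per gene and cell barcode, made from 3′ droplet libraries. UMIs, or unique molecular identifiers, let amplified copies of a transcript be counted once. According to the study's methods and the submitters' processing notes, reads were mapped to mm10 with STARsolo 2.7.11a against a diploid genome, assigned to genes with featureCounts 2.0.6 and counted with UMI-tools 1.1.4. The gene annotation and the strand setting of the counting were not given in the sources used here, so reads of overlapping antisense genes such as Xist and Tsix were treated as uncertain. Counting a transcript at its 3′ end means that a deletion upstream of that end need not remove its UMIs. For the allelic tables the authors kept X-chromosomal reads that passed the WASP filter for mapping bias, split them by strain with SAMtools 1.19.2 and deposited counts per gene, barcode and allele. Per-cell tables, made by the authors with Scanpy 1.9.8, gave the Xist level as a deposited log2 value (Xist UMIs per 10000 UMIs of the cell, plus 1, on the log2 scale), the percent of mitochondrial UMIs as the authors computed it, and the deposited chrX allelic fraction. The authors had kept cells with a unique MULTI-seq assignment and under 3% mitochondrial UMIs, and had removed cells with a low Xist level and a strongly skewed ratio of the X chromosomes as XO cells. That last filter uses Xist, so the shares of Xist+ cells below hold for the cells that passed it. No doublet caller was run here, and doublets of differently labelled cells had been removed by the unique assignment. The tables of the MULTI-seq libraries themselves were not used here.

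The labels stated 187, 325, 87 and 79 assigned cells for WT replicates 1 and 2 and ΔFtx-Xert replicates 1 and 2 (678 in all), and the deposited per-cell table listed 129, 265, 53 and 55 of them (502 in all). The UMI table, with 141315823 entries, pools both replicates, so a cell barcode used in both replicates holds the UMIs of 2 cells under 1 name. For 3 listed cells the UMIs exceeded the deposited total by 25.4% to 78.5%, and these cells were left out of the sums, which used 128, 264, 53 and 54 cells. The excess of each kept cell was at most 5%. The sums held 2926609, 6885914, 1325772 and 1561893 UMIs. Among 25859 genes with a UMI, 25820 matched GENCODE mouse release 21 (GRCm38, the assembly also called mm10) by Ensembl ID and 39 did not, of which 2 are not Ensembl IDs and were left without a name. Coordinates are from that annotation and count from 1.

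The Xist level recomputed from the UMI counts equalled the deposited value, to within 1e-06, in 499 of the 502 cells. The allelic fraction recomputed without Xist equalled the deposited fraction, with the same tolerance, in 76 of 211 cells. Leaving out the processed pseudogenes Gm14513 and Rps24-ps3 as well raised this to 201 cells, so the deposited fraction was taken to leave out all 3 genes.

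Cells are not replicates, so raw counts were summed per sample. The sums were compared with edgeR 4.0.16 (R 4.3.3): filterByExpr with its defaults, TMM scaling, and the quasi-likelihood test of genotype, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Standard errors are those of the fitted log2 fold change. CPM values are UMIs per 1e6 UMIs of the sample scaled by the TMM factors, computed here. For each gene list, camera (limma 3.58.1) with a preset inter-gene correlation of 0.01 compared the list with the other genes, and was repeated with an estimated correlation. The self-contained test fry, which does not compare a list with other genes, was a further alternative. The 22 lists were X-inactivation centre, escape genes, Xist regulators, naive pluripotency, general pluripotency, formative and primed epiblast, primitive streak and mesoderm, neuroectoderm, endoderm, trophectoderm, the 2-cell-like state, fibroblast, germ line, MAPK targets, DNA methylation machinery, imprinted genes, p53 targets, immediate early and heat shock genes, S phase, G2 and M phase, glycolysis, and mitochondrially encoded oxidative phosphorylation.

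Xist+ cells had at least 1 Xist UMI. As in the study, the inactive X (Xi) of a cell was the allele with more Xist UMIs, cells with an Xist allelic fraction from 0.2 to 0.8 were set aside as biallelic, and cells with a chrX allelic fraction of 0.6 or more were removed. Of 299 Xist+ cells, 211 were monoallelic, 41 biallelic and 47 had no allelic Xist UMI. A further 4 cells were removed by the limit of 0.6, which left 207 cells with a median of 52 X-linked genes with an allelic UMI. The allelic fraction is the share of allelic chrX UMIs from the Xi, without Xist. The deposited values were taken, as said above, to leave out Gm14513 and Rps24-ps3 as well. Sample medians and shares were compared with an exact two-sided permutation test over the 4 samples, whose smallest possible p with 2 against 2 is 0.333, so this test cannot reach the threshold. Per gene, Xi and active X (Xa) UMIs were compared with edgeR in a design with a column per sample, for genes with at least 20 allelic UMIs and at least 1 in every sample. Xist+ and Xist- cells were compared within samples after every cell was thinned to 12636 UMIs, the 10th percentile of the cells' totals, which 448 cells reached. Intervals of shares, of UMI counts and of ratios of UMI counts are 95% exact (Clopper-Pearson, Poisson or conditional binomial) intervals and cover counting error only, and those called bootstrap intervals are percentile intervals over cells or genes.

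The design, the tests, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from those named in the closing section as chosen later. The rule named Ftx, Xist, Tsix, Jpx, Rlim and Zcchc13 in any case, and a further gene that is not reported here. It added the 8 genes per direction with the largest fold change among those past the threshold with a mean of at least 10 CPM and no overlap between genotypes. It further took up to 3 members past the threshold from each list (or the most abundant member where none passed), the 8 X-linked genes with the most allelic UMIs, and 6 genes per direction for Xist+ against Xist- cells. Alternatives were DESeq2 1.42.0, upper quartile scaling, no filter on low counts, the replicate number as a block, 53 cells per sample, thinned cells, each sample left out in turn, other UMI minima and other Xi limits.

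The gene-level edgeR tests were run on simulated counts. With 200 genes changed in 10437, the test between genotypes recovered 100 of 100 genes with a log2 fold change of 2 and 90 of 100 with a log2 fold change of 1, with 13 false calls, and it called 0 genes when none was changed. The allelic test, with the Xi to Xa ratio of all 143 simulated genes shifted by 1 on the log2 scale, called 5 of them and gave a median shift of 1.08. The test of Xist+ against Xist- cells recovered 185 of 200 genes among 5921, with 4 false calls.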

Results

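Xist is the long non-coding RNA that coats an X chromosome and silences its genes. The cells were used to ask how many of them expressed Xist, how much each expressing cell held, how far the genes of the Xi were silenced, and which other genes differed. The deletion removes distal enhancer regions in Ftx and Xert, transcripts that are made upstream of Xist. WT replicates 1 and 2 held 129 and 265 cells, and ΔFtx-Xert replicates 1 and 2 held 53 and 55. A median of 20461 and 23054 UMIs per cell was counted in WT and 21734 and 23981 in ΔFtx-Xert, in 4967, 5237, 5206 and 5311 genes. The median share of mitochondrial UMIs was 1.55% and 1.64% in WT and 1.61% and 1.75% in ΔFtx-Xert. Counts varied more between replicates than sampling of UMIs would give, with a chi-square per degree of freedom of 2.05 between the WT replicates and 2.63 between the ΔFtx-Xert replicates.

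Ftx, the targeted gene, was read first. WT replicates 1 and 2 held 81 and 212 Ftx UMIs, or 27.7 (95% interval 21.98–34.4) and 30.8 (26.8–35.2) per 1e6 UMIs, and ΔFtx-Xert replicates 1 and 2 held 23 and 10, or 17.4 (10.999–26.04) and 6.403 (3.07–11.8). Ftx UMIs were found in 38.3% and 47.3% of WT cells and in 34.0% and 16.7% of ΔFtx-Xert cells. The log2 fold change was -1.33 (standard error 0.29), which did not pass edgeR's quasi-likelihood test (n = 2 per genotype, Benjamini-Hochberg adjusted p = 0.0584), with -0.66 in replicate 1 alone and -2.12 in replicate 2 alone. Ftx was called without WT replicate 1 (-1.38, adjusted p = 0.0023) and without ΔFtx-Xert replicate 1 (-2.15, adjusted p = 3.7e-06), and not without WT replicate 2 (-1.23, adjusted p = 0.149) or without ΔFtx-Xert replicate 2 (-0.77, adjusted p = 0.412). The deletion was described by the study as spanning the activating elements in Ftx and Xert. Exact breakpoints were not found in the sources used here. From the position of the elements, the 3′ end of Ftx, on the side of Xist, was taken to lie outside the deletion. The study does not state this. Ftx is transcribed towards Xist, so its start lies at the end away from Xist. Whether the deletion reaches this start was not determined. If it does, transcription from the start would be lost, and the remaining UMIs would need another source. If it does not, a 3′ tag outside the deleted part would check nothing. The remaining UMIs therefore neither show nor exclude that the deletion was complete. Xert has no entry in the annotation used here. The 2 IDs of the UMI table that are not Ensembl IDs are HEARDGMM01 and SCHULZGMM01. In the samples in the same order, they held 13, 27, 4 and 4 UMIs and 4, 7, 1 and 0 UMIs, too few to compare. For its bulk RNA-seq, the study used an annotation to which Xert had been added. Whether either ID stands for Xert here was not determined.

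Xist RNA fell in ΔFtx-Xert cells. Its level over all cells was 423 and 369 CPM in WT and 229 and 75.6 CPM in ΔFtx-Xert, a log2 fold change of -1.40 (standard error 0.24) that passed edgeR's quasi-likelihood test (n = 2 per genotype, Benjamini-Hochberg adjusted p = 0.0087). The ΔFtx-Xert replicates differed in size, with a log2 fold change of -0.88 in replicate 1 alone and -2.28 in replicate 2 alone. Among its neighbours, Tsix, the antisense transcript that overlaps and represses Xist, gave 55.2 and 64.05 CPM in WT and 44.6 and 55.5 CPM in ΔFtx-Xert (log2 fold change -0.26, adjusted p = 0.816), with strand assignment uncertain in the overlap. Jpx, a non-coding activator of Xist that lies between Xist and Ftx, gave 0.07 (adjusted p = 0.990), and Rlim, the E3 ubiquitin ligase that degrades the Xist repressor REX1, gave 0.27 (adjusted p = 0.613). Zcchc13 had too few UMIs to be tested. Of the 8 members of the X-inactivation centre that were tested, 1 (Xist) fell and 0 rose among all genes, and Xist and Ftx were among the members that passed with p adjusted over the list alone. The list had a median log2 fold change of -0.23 and was called by camera (adjusted p = 0.00045), but not with an estimated correlation (adjusted p = 0.352 with an estimated correlation). With DESeq2, Xist had nearly the same log2 fold change, -1.38, and was not called (adjusted p = 0.9998), and the log2 fold change was -0.78 without ΔFtx-Xert replicate 2 and -2.39 without ΔFtx-Xert replicate 1, called in both.

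Both ΔFtx-Xert samples held a lower share of Xist+ cells than both WT samples. Xist was detected in 68.2% (95% interval 59.4–76.1) and 61.1% (54.98–67.04) of cells in WT replicates 1 and 2, and in 52.8% (38.6–66.7) and 38.2% (25.4–52.3) in ΔFtx-Xert replicates 1 and 2. The means were 64.7 ± 5.01% and 45.5 ± 10.4% (mean ± SD, n = 2 each), a difference of -19.2 percentage points (exact two-sided permutation test, p = 0.333, the smallest possible). With all cells merged the shares were 63.5% and 45.4%. When each cell was thinned to 12636 UMIs, the shares were 59.0%, 59.0%, 46.9% and 28.0%. No class of cells in these libraries is known to lack Xist, so the background of stray Xist UMIs could not be measured that way. With at least 2 Xist UMIs asked for, the shares were 57.4%, 52.5%, 35.8% and 25.5%. Without ΔFtx-Xert replicate 2 the difference was -11.8 percentage points.

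The Xist+ cells themselves also held less Xist in both ΔFtx-Xert samples. The median Xist level was 3.84 and 4.13 UMIs per 10000 UMIs in WT and 1.79 and 1.74 in ΔFtx-Xert. The means of these medians were 3.99 ± 0.210 and 1.77 ± 0.0384 (mean ± SD, n = 2 each), a ratio of 2.26 (exact two-sided permutation test, p = 0.333, the smallest possible). With merged cells the medians were 4.09 and 1.74, a ratio of 2.35. These medians rest on few molecules, with a median of 8 and 11 Xist UMIs per Xist+ cell in WT and 3.5 and 3 in ΔFtx-Xert.

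**Figure D1:**
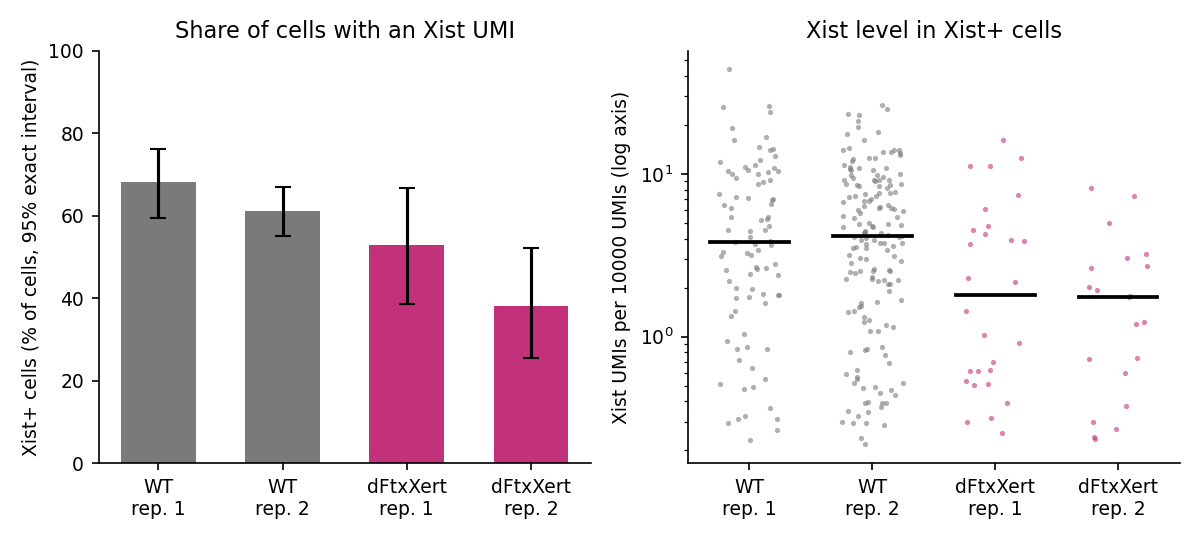
Xist in single cells of the 4 samples. Left, share of cells with at least 1 Xist UMI (percent), where bars are samples and whiskers are exact 95% binomial intervals; right, Xist UMIs per 10000 UMIs of each Xist+ cell on a logarithmic axis, where points are cells and lines are sample medians.

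Silencing was read as the share of allelic chrX UMIs that came from the Xi, where 0.5 means equal output of both X chromosomes, and this share was higher in both ΔFtx-Xert samples than in both WT samples. The median chrX allelic fraction was 0.284 and 0.315 in WT (63 and 112 cells) and 0.411 and 0.455 in ΔFtx-Xert (16 and 16 cells). The means were 0.300 ± 0.0214 and 0.433 ± 0.0311 (mean ± SD, n = 2 each), a difference of 0.133 (exact two-sided permutation test, p = 0.333, the smallest possible). With merged cells the medians were 0.303 and 0.433. The lower quartile over cells was 0.161 and 0.217 in WT and 0.350 and 0.382 in ΔFtx-Xert, and the upper quartile 0.427, 0.410, 0.448 and 0.497. In Xist- cells the B6 share of chrX UMIs was 0.482 and 0.494 in WT and 0.490 and 0.497 in ΔFtx-Xert. The Xi was the B6 chromosome in 60.3% and 71.4% of WT cells and in 37.5% and 43.8% of ΔFtx-Xert cells, and 15.8%, 17.4%, 19.05% and 5.88% of the cells with an allelic Xist UMI were biallelic. Each fraction rests on few molecules, a median of 79, 89, 101.5 and 93 allelic chrX UMIs per cell. Summing the UMIs of all cells in place of taking the median gave a difference of 0.0809.

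Cells were then split into tertiles of Xist level, with limits of 2.64 and 7.19 UMIs per 10000. In the lowest tertile the median fraction was 0.429 and 0.446 in WT and 0.396 and 0.455 in ΔFtx-Xert (8 and 10 cells), a difference of -0.0118. In the middle tertile it was 0.278 and 0.324 in WT and 0.429 and 0.537 in ΔFtx-Xert (5 and 4 cells), a difference of 0.182. In the highest tertile it was 0.182 and 0.243 in WT and 0.409 and 0.245 in ΔFtx-Xert (3 and 2 cells), a difference of 0.115. Without ΔFtx-Xert replicate 1 the difference in the highest tertile was 0.0323. These differences were not tested, since the ΔFtx-Xert cells in the upper tertiles were few.

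**Figure D2:**
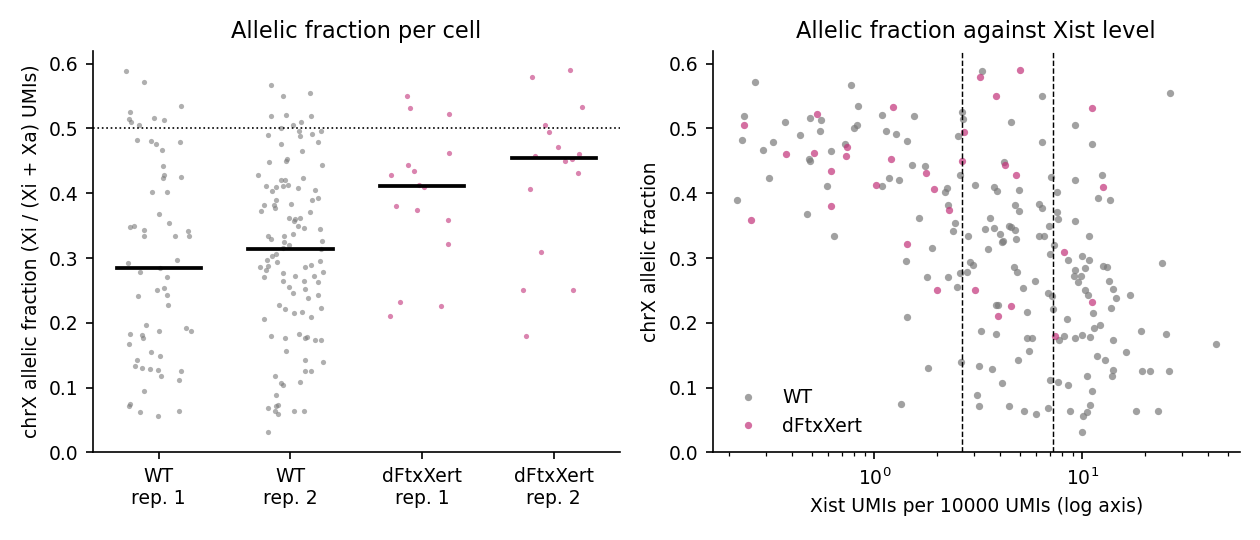
chrX allelic fraction (share of allelic chrX UMIs from the Xi, without Xist) of monoallelic Xist+ cells. Left, points are cells, lines are sample medians and the dotted line marks 0.5; right, the same cells against Xist UMIs per 10000 UMIs, with dashed lines at the tertile limits 2.64 and 7.19.

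Across single X-linked genes the Xi fraction was more often higher in ΔFtx-Xert than lower, while no single gene passed the test. Among the 8 genes with the most allelic UMIs, Eif1ax, a translation initiation factor gene, had a Xi fraction of 0.306 in WT and 0.419 in ΔFtx-Xert (log2 change of the Xi to Xa ratio 0.86). Zrsr2, a splicing factor gene, had 0.343 and 0.469 (0.76), and Tceal9 had 0.295 and 0.411 (0.71). Atrx, a chromatin remodeller gene, had 0.366 and 0.415 (0.30), and the ribosomal protein gene Rps4x had 0.390 and 0.437 (0.29). Prdx4, a peroxiredoxin gene, had 0.391 and 0.432 (0.25), Emd, which encodes the nuclear envelope protein emerin, had 0.375 and 0.407 (0.22), and Uba1, the ubiquitin-activating enzyme gene, had 0.370 and 0.381 (0.04). In 6 of the 8, all but Prdx4 and Uba1, both ΔFtx-Xert samples lay above both WT samples. Of 170 genes tested, 0 passed edgeR's quasi-likelihood test (n = 2 per genotype, smallest Benjamini-Hochberg adjusted p = 0.496), 13 had an unadjusted p under 0.05, and DESeq2 called 0. In simulated counts with every gene shifted by 1, this test found 5 of 143 genes, so the count of 0 bounds little.

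Over the 159 genes outside the escape list and the X-inactivation centre, the median log2 change of the Xi to Xa ratio was 0.56, with 114 genes positive and 45 negative. In 56 genes both ΔFtx-Xert samples lay above both WT samples and in 7 both lay below. Chance would give 16.7% of genes in each direction if all samples had equal spread. They held 4797 and 11400 allelic UMIs in WT and 2281 and 2081 in ΔFtx-Xert, so their spread per gene differs. All genes were also read in the same cells, so these counts are not independent evidence beyond the samples themselves. The median Xi fraction over genes was 0.338 in WT and 0.423 in ΔFtx-Xert. The set kept the pseudogenes Gm14513 (log2 change -2.08) and Rps24-ps3 (1.28), which the deposited chrX allelic fraction was taken to leave out. The set of genes did not pass fry, a rotation test on the same model and not an exact test (p = 0.0541), while an exact permutation of 2 against 2 samples cannot give less than 0.333. The inexact fry test was passed in cells with at least 3 allelic Xist UMIs (median 0.76, p = 0.0320) and when the cells with a fraction of 0.6 or more were kept (median 0.56, p = 0.0395).

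**Figure D3:**
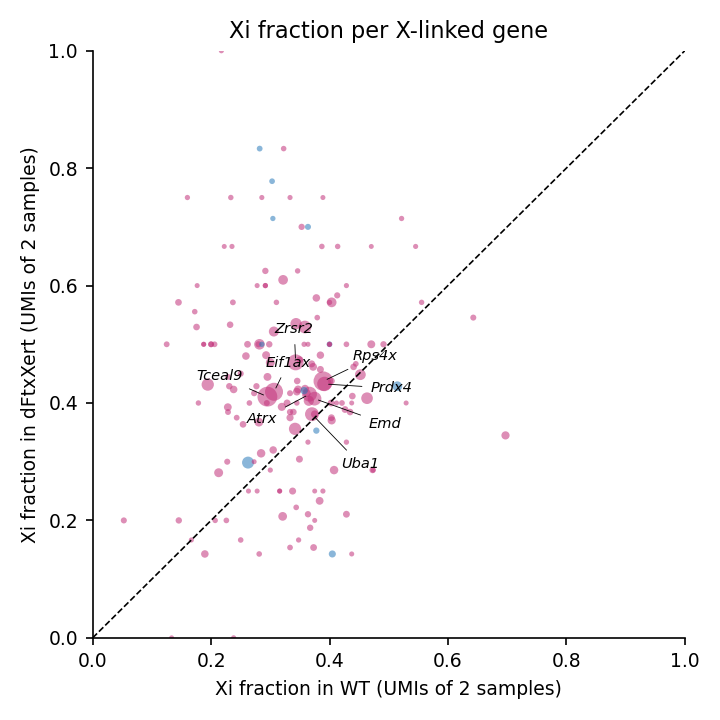
Xi fraction (share of a gene's allelic UMIs from the Xi) per X-linked gene in WT and in ΔFtx-Xert. Points are the 170 tested genes, sized by allelic UMIs, blue points are escape and X-inactivation centre genes, the dashed diagonal marks equal fractions, and the 8 genes with the most allelic UMIs are labelled.

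Beyond the X-inactivation centre, naive pluripotency genes and the X-linked homeobox genes Rhox6 and Rhox9 were among the genes that rose. No list fixed here held the homeobox genes, and they were not tested as a group. Rhox6 and Rhox9, homeobox genes of the reproductive homeobox cluster on the X chromosome, rose from 74.7 and 33.3 CPM to 482 and 104 CPM (log2 fold change 2.53, standard error 0.40, adjusted p = 0.0049) and from 61.7 and 31.2 CPM to 365 and 126 CPM (2.49, standard error 0.31, adjusted p = 0.00039). Rhox5 of the same cluster, named after its values were seen because it had the smallest p of all genes, rose from 295 and 236 CPM to 550 and 601 CPM (1.13, standard error 0.11, adjusted p = 2.5e-05). Rhox6 was found in 25 of 128 and 52 of 264 WT cells and in 10 of 53 and 19 of 54 ΔFtx-Xert cells. A single cell held 36.4% to 66.0% of the Rhox6 and Rhox9 UMIs of each sample. Without the 2% of cells with the most UMIs of each gene, an alternative added after the data were seen, the log2 fold changes were 3.44, 3.76 and 1.37 for Rhox6, Rhox9 and Rhox5, all called. Without ΔFtx-Xert replicate 1 the log2 fold changes of Rhox6 and Rhox9 were 1.08 and 1.56, still called.

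Klf2, a transcription factor gene of the naive network, rose from 55.8 and 52.0 CPM to 96.0 and 110 CPM (log2 fold change 0.95, standard error 0.13, adjusted p = 0.0018). Tdh, which encodes the threonine dehydrogenase of naive mouse stem cells, rose by 1.01 (adjusted p = 0.0087), Tfcp2l1, a transcription factor gene of the same network, by 1.16 (adjusted p = 0.022), and Dppa3, a maternal and germ line factor gene that is active in naive cells, by 1.47 (adjusted p = 0.0118). Dppa5a, an RNA-binding protein gene of naive cells, rose by 0.84 (adjusted p = 0.0186). Of the 13 naive pluripotency genes tested, 5 rose and 0 fell among all genes, and 7 rose with p adjusted over the list alone, the added genes being Nanog (0.52) and Zfp42 (0.39). The list had a median log2 fold change of 0.46 (camera adjusted p = 1.0e-13), but was not called with an estimated correlation (adjusted p = 0.323 with an estimated correlation). Klf2 was called with every sample left out in turn, Tdh and Dppa5a were not called without WT replicate 2 (0.72 and 0.69), and Dppa3 and Tfcp2l1 were not called without ΔFtx-Xert replicate 2 (0.65 and 0.62), where Dppa5a gave 0.44 and was called.

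Other genes that rose were Mylpf, a myosin light chain gene (log2 fold change 1.48, adjusted p = 0.0087), Calcoco2, an autophagy receptor gene (1.21, adjusted p = 0.0038), and Ooep, a gene of the oocyte's subcortical maternal complex (1.20, adjusted p = 0.0087). Mylpf and Ooep were not called without ΔFtx-Xert replicate 2 (0.93 and 0.66). Gap43, a gene of growing axons, fell by 0.84 (adjusted p = 0.0343) and was not called without ΔFtx-Xert replicate 2 (-0.48) and gave -1.27, called, without ΔFtx-Xert replicate 1.

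The lists of the primitive streak and of the formative epiblast had negative medians. The primitive streak and mesoderm list, with 7 members tested, had 0 genes that rose and 1 that fell, Lhx1, among all genes and over the list alone, and a median log2 fold change of -0.57 (camera adjusted p = 0.00031; adjusted p = 0.323 with an estimated correlation). Lhx1, a transcription factor gene of the organizer, had 70 and 69 UMIs in WT and 3 and 0 in ΔFtx-Xert, a ratio of 0.0733 (95% interval 0.0149–0.219 from counting alone; adjusted p = 0.0343), but 67 and 46 of the WT UMIs came from 1 cell of each replicate, and the gene was not tested once such cells were left out. The formative and primed epiblast list, with 17 members tested, had 0 genes that passed among all genes and 2 that fell over the list alone, Pou3f1 and Zic2. Pou3f1, a POU factor gene of the primed epiblast, had 338 and 317 CPM in WT and 215 and 250 CPM in ΔFtx-Xert (log2 fold change -0.49, adjusted p = 0.0584 among all genes), and Zic2 gave -1.06. The list had a median of -0.10 (camera adjusted p = 0.0134; adjusted p = 0.352 with an estimated correlation).

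The lists of lineages and states that a differentiating culture can hold gave the following values. Neuroectoderm had a median log2 fold change of -0.15 over 5 genes (Nes -0.15; camera adjusted p = 0.635) and endoderm 0.12 over 7 genes (Sparc -0.10; adjusted p = 0.646), with 0 genes past the threshold in either, among all genes or over the list alone. Trophectoderm had a median of 0.38 over 9 genes (adjusted p = 0.0019; adjusted p = 0.323 with an estimated correlation), with 0 genes called among all genes and 2 that rose over the list alone, the keratin gene Krt7 (0.96) and the transcription factor gene Tfap2c (0.82), while Krt18 gave 0.27. The fibroblast list had a median of 0.01 over 6 genes (Tagln -0.02; adjusted p = 0.748) and 0 genes called in either way. Germ line genes had a median of 0.55 over 7 genes (adjusted p = 0.0152; adjusted p = 0.352 with an estimated correlation), with 0 called among all genes and 1 that rose over the list alone, Dazl, an RNA-binding protein gene of germ cells (1.70), while Ddx4, an RNA helicase gene of the germ line, gave -0.39. None of the 9 genes of the 2-cell-like state had enough UMIs to be tested. All of their 71 UMIs lay in 4 cells of WT replicate 2, with 68 in 1 cell, and 0 were counted in the other 3 samples.

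Genes of signalling and of imprinting were also grouped. MAPK pathway targets, which report the signal that 2i blocks, had a median log2 fold change of -0.28 over 14 genes (camera adjusted p = 0.00047; adjusted p = 0.323 with an estimated correlation), with 0 called among all genes and 2 that fell over the list alone, the immediate early gene Egr1 (11.99 and 13.6 CPM in WT, 4.54 and 2.68 CPM in ΔFtx-Xert, -1.86) and the cyclin gene Ccnd1 (-0.43). The p53 targets had a median of -0.14 over 13 genes (adjusted p = 0.00048; adjusted p = 0.323 with an estimated correlation), with 0 called among all genes and 3 that fell over the list alone, Plk2 (-0.59), Mdm2 (-0.44) and Perp (-0.39), while Bax gave -0.01. Of 16 imprinted genes, 1 rose and 1 fell among all genes. Cdkn1c, a cyclin-dependent kinase inhibitor gene, rose from 10.96 and 8.84 CPM to 41.6 and 19.4 CPM (1.64, adjusted p = 0.0151) and was not called without ΔFtx-Xert replicate 1 (1.01), and Nnat, which encodes the membrane protein neuronatin, fell from 43.5 and 39.6 CPM to 16.6 and 10.7 CPM (-1.60, standard error 0.23, adjusted p = 0.0025). Over the list alone H19, a maternally expressed non-coding RNA, also passed (1.15), with 277 and 111 CPM in WT and 643 and 197 CPM in ΔFtx-Xert, so that the samples of the genotypes overlapped. The list median was 0.04 (camera adjusted p = 0.662). DNA methylation genes had a median of 0.13 over 8 genes (adjusted p = 0.143), with 0 called among all genes and 1 that rose over the list alone, Dnmt3l, the cofactor of the de novo methyltransferases (0.56), while Dnmt3b, a de novo methyltransferase gene, gave 0.02. Members named here beyond Ccnd1, Bax, Cdkn1c, Nnat and Dnmt3b, and likewise Krt7, Tfap2c, Dazl, Zic2, Nanog, Zfp42 and Dppa5a above, were chosen after their values were seen.

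The remaining lists held no gene past the threshold among all genes. The 11 Xist regulators named in the text of the study had a median log2 fold change of 0.11 (Rif1 0.23; camera adjusted p = 0.02996; adjusted p = 0.391 with an estimated correlation), and this list, chosen by the study in part on related cells, is not independent evidence of a direction. General pluripotency had a median of -0.01 over 10 genes (L1td1 -0.06; adjusted p = 0.854), with Sox2 (0.47) and Dppa2 (0.62), both named after their values were seen, passing over the list alone. X-linked escape genes had a median of 0.03 over 11 genes (Ddx3x -0.05; adjusted p = 0.8995). Immediate early and heat shock genes had a median of -0.20 over 10 genes (Hsp90aa1 0.22; adjusted p = 0.251), with Egr1 alone passing over the list. The S phase list gave 0.11 over 19 genes (Hells 0.14; adjusted p = 0.215), the G2 and M phase list 0.09 over 19 genes (Top2a 0.23; adjusted p = 0.294), glycolysis 0.05 over 15 genes (Pkm 0.05; adjusted p = 0.260) and mitochondrially encoded oxidative phosphorylation 0.02 over 8 genes (mt-Cytb -0.08; adjusted p = 0.8995), with 0 members passing over the list alone.

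In all, 21 of 10705 genes passed edgeR's quasi-likelihood test (n = 2 per genotype, Benjamini-Hochberg adjusted p under 0.05), of which 17 rose, 5 of them X-linked, and 4 fell, and 756 had an unadjusted p under 0.05. In all 21 both ΔFtx-Xert samples lay on 1 side of both WT samples. DESeq2 called 3 genes, all among the 21, and the count without a sample ran from 19 (without WT replicate 2) to 184 (without ΔFtx-Xert replicate 1), so the number of changed genes is known only loosely. Among the 22 lists camera called 9, and 0 with an estimated correlation.

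**Figure D4:**
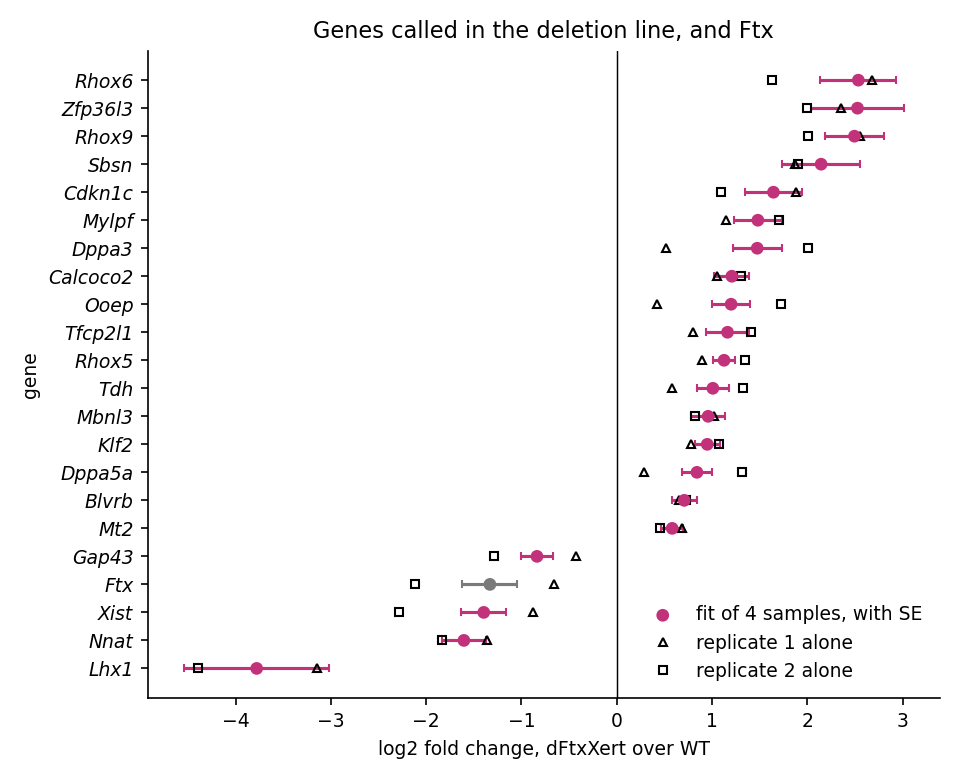
Log2 fold change (ΔFtx-Xert over WT) of the 21 genes past the threshold and of Ftx (grey). Circles with whiskers are the fit ± standard error, triangles replicate 1 alone and squares replicate 2 alone.

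X-linked genes were slightly higher as a group. Their median log2 fold change over 431 genes was 0.14, which exceeded that of the other genes by 0.142 (camera p = 2.0e-10; p = 0.0179 with an estimated correlation). Among the chromosomes, only the X was called (adjusted p = 4.2e-09), and it was not called once the correlation was estimated (adjusted p = 0.376 with an estimated correlation). The difference was 0.153 in Xist+ cells alone and 0.0037 in Xist- cells alone. The difference between these cell classes was tested in a separate fit, on thinned cells and with 262 X-linked genes. That fit gave 0.11 (camera p = 0.0052; p = 0.266 with an estimated correlation), which therefore need not equal the gap between 0.153 and 0.0037.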

Values the study reported

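The study reported an analysis of 502 cells with a median of 55 X-chromosomal genes covered per cell. It gave the share of Xist+ cells as 63.5% in the wild-type control and 45.4% in the ΔFtx-Xert deletion line, and a fold change of 2.01 between the median Xist levels of Xist+ cells. The median chrX allelic fraction was given as 0.30 in wild-type cells and 0.43 in the deletion line. From earlier work on the line, the study cited a reduction of Xist levels of about 2–3-fold, and little change in how often cells were Xist+.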

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

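Chosen only after the result was seen were the tests of free RNA, of a wrongly called Xi, of a lower Xist level per cell and of a larger share of Xist- cells for the X-linked genes, and the decision rule of the test of a larger share of Xist- cells for the genes called higher. The rule for the lower Xist level was also extended after its values were seen, and by its first form the test would have read as fitting.

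The difference between Xist+ and Xist- cells, both thinned to the same number of UMIs, was compared between ΔFtx-Xert and WT in each gene, and a gene stood out where this difference itself differed with adjusted p under 0.05. Of 6118 genes, 16 did so, against 360 with an unadjusted p under 0.05, and values are log2 differences, positive where Xist+ cells were relatively higher in ΔFtx-Xert. Positive values were found for Lgals1 (1.11), Krt18 (0.76), H19 (1.43), Rhox6 (1.85), Cited2 (1.01), Nrk (1.57), 3830417A13Rik (1.84), Bex3 (0.55), Bex1 (0.43) and CT010467.1 (0.41). Before thinning, a single cell held 39.7% and 66.0% of the Rhox6 UMIs of ΔFtx-Xert replicates 1 and 2. The Xist class of single cells can therefore set the Rhox6 value. Negative values were found for Fgf8 (-3.11), a growth factor gene of the primitive streak, for the histone genes Hist1h4c (-2.43), Hist1h1e (-1.23) and Hist1h1b (-1.11), for Nefl (-1.07), a neurofilament gene, and for Malat1 (-0.42), a nuclear non-coding RNA.

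Ftx UMIs remained in the ΔFtx-Xert samples, at a ratio of 0.383 (95% interval 0.259–0.550) to WT. If WT cells had been assigned to these samples, the cells with Ftx UMIs should have had the lower WT level of Rhox5, but the ratio of Rhox5 in 27 cells with Ftx over 80 without was 0.763 (95% bootstrap interval over cells 0.431–1.22), which cannot decide. Free RNA from WT cells should have left no abundant WT gene below the ratio of Ftx, and 2 such genes were found among 8200, Gm5039 and Lhx1, each with most of its UMIs in single WT cells, which also leaves this open. A deletion on only 1 allele should have left the UMIs on the other, but 3 of 13 allelic Ftx UMIs came from the rarer allele, a share of 0.231 (0.0504–0.538), too few to decide. Transcription from a part of Ftx outside the deletion, which the inferred span would allow, was not tested.

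The chrX allelic fraction was higher in ΔFtx-Xert by 0.133. A wrongly called Xi in cells with few Xist UMIs would pull the fraction towards 0.5. The difference did not shrink without such cells. It was 0.179 with at least 3 allelic Xist UMIs (9 and 8 ΔFtx-Xert cells) and 0.143 with at least 5 (6 and 4 cells). With at least 3, the mean of the medians was 0.235 in WT and 0.414 in ΔFtx-Xert. These cells are few and need not be alike in Xist level, so a part played by wrong calls is not excluded. Whether the lower Xist level per cell accounts for the higher fraction cannot be told from these cells. After each ΔFtx-Xert cell was matched to the 10 WT cells nearest in Xist level, the difference of means was 0.0498 of 0.105. Its 95% bootstrap interval over cells was 0.0068–0.0998, and replicates 1 and 2 gave 0.0322 and 0.0675. In the 18 ΔFtx-Xert cells of the lowest tertile of Xist level the matched difference was 0.0061 (bootstrap interval -0.0331 to 0.0512), but in the 14 cells above it 0.106 (0.0194–0.190) was left of 0.128. In a separate titration of Xist, the study reported silencing that depended on the Xist level, with high sensitivity at the deletion line's low levels. That experiment is not part of these data. The Xi was B6 in 60.3% and 71.4% of cells in WT replicates 1 and 2, and in 37.5% and 43.8% in ΔFtx-Xert. Whether this mix of Xi strains gave a part of the 0.133 was not tested. The lines are different clones, and a difference between clones that the deletion did not make was not tested.

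The 17 genes called higher had a median log2 fold change of 1.20. Each further median covers only those measured in its setting, so the medians may differ through the genes they hold. A difference in depth per cell does not account for the higher level, since with thinned cells the median was 1.42 (95% bootstrap interval 1.25–1.58) over 15 genes. A larger share of Xist- cells does not account for it either, since the median was 1.43 (bootstrap interval 1.04–1.95) over 16 genes in Xist+ cells alone. But the median was 0.872 with a lower limit of 0.192 over 14 genes in Xist- cells alone. By the rule first written, which asked for both classes, this test would have stayed undecided. For the X-linked genes as a group, the excess over other genes was 0.142. A larger share of Xist- cells does not account for all of it, since the excess was 0.153 (95% bootstrap interval over genes 0.115–0.182) in Xist+ cells alone. In Xist- cells alone the excess was 0.0037, and whether the share of Xist- cells gave a part of the 0.142 was not tested. A slower exit from naive pluripotency or a difference between clones could each give higher naive genes, and the design, with 1 clone per genotype, does not separate them.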

How the results depend on the processing

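Chosen only after the result was seen were the settings with shared barcodes kept, with cells of an excess over 1% left out, with Xist+ or Xist- cells only, without the top cells of each gene and without 2 pseudogenes, and the samples left out of the tertile values. The cause of the changes between settings was not tested. With 2 samples per genotype, counts of genes moved most. The direction of Xist and of the allelic fraction without a split by Xist level held in every setting. Within the lowest tertile of Xist level the sign of the allelic difference changed with the sample left out. Against 21 genes changed in the deletion line, DESeq2 gave 3, no filter on low counts 87, 53 cells per sample 7, Xist+ cells only 36, Xist- cells only 68, and leaving out a sample 19 to 184 (lowest without WT replicate 2, highest without ΔFtx-Xert replicate 1). Xist had a log2 fold change of -1.38 with DESeq2, not called. Against 9 gene lists, camera with an estimated correlation called 0 and fry 0, and against 1 chromosome, camera with an estimated correlation called 0 and leaving out a sample 1 to 2. The median change of the Xi to Xa ratio was 0.76 with at least 3 allelic Xist UMIs and 0.56 with cells of a fraction of 0.6 or more kept, both passing fry. Against 192 genes between Xist+ and Xist- cells, DESeq2 gave 24, WT samples only 426, and leaving out a sample 8 to 414. Leaving out a sample moved the difference of the allelic fraction from 0.111 to 0.155, and in the lowest tertile of Xist level from -0.041 to 0.0174, in the middle from 0.128 to 0.236 and in the highest from 0.0323 to 0.197.

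Among the named genes, signs turned only in genes that were not called. With 53 cells per sample the log2 fold change was 0.32 for Nes, 0.037 for Sparc, 0.23 for Tagln, -0.21 for Dnmt3b and -0.0035 for Pkm. With no filter on low counts it was -0.039 for Dnmt3b and -0.0061 for Pkm, and with shared barcodes kept -0.0014 for Dnmt3b. Leaving out a sample gave -0.16 to 0.25 for Jpx, -0.15 to 0.036 for Ddx3x, -0.23 to 0.038 for Sparc, -0.15 to 0.59 for Krt18, -0.25 to 0.17 for Tagln, -0.23 to 0.24 for Dnmt3b, -0.036 to 0.0047 for Bax and -0.016 to 0.12 for Pkm.

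With the replicate number as a block, 99 genes were called. The pairing check gave a correlation of 0.0477 between the deviations of samples with the same number, which decides little with 2 pairs, and samples with the same number may have shared a pool. The labels do not say so, and the fit without the block was fixed in advance. With the block, Ftx (-1.34, adjusted p = 0.00025), Pou3f1 (-0.49, adjusted p = 0.0020) and Ccnd1 (-0.43, adjusted p = 0.0428) were called as well. A paired exact sign flip of 2 pairs could not give p under 0.5.

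For the named genes, 311 results kept their reading in the settings that kept all samples, 41 were weaker, 7 stronger and 8 turned, and with a sample left out 133 kept it, 17 were weaker, 6 stronger and 10 turned. Depth limits the allelic values, with a median of 52 genes with an allelic UMI per cell.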

Other observations

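Chosen only after the result was seen were the comparison of the Xi on either strain and the search of single cells for 2-cell-like genes.

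Xist+ and Xist- cells of the same sample were compared gene by gene. With every cell thinned to 12636 UMIs, 192 of 6118 genes passed edgeR's quasi-likelihood test with sample as block, 59 higher in Xist+ cells, 5 of them X-linked, and 133 lower, 53 of them X-linked. Pim2, an X-linked kinase gene, was higher by 1.89 (adjusted p = 3.2e-07), the metallothionein genes Mt2 and Mt1 by 0.92 and 0.81, and Tdgf1, the gene of the NODAL co-receptor Cripto, by 0.93. The de novo methyltransferase genes Dnmt3a and Dnmt3b were higher by 1.09 and 0.88, in 3 of 4 samples each. Tmsb4x, the X-linked gene of an actin-binding thymosin, was lower by 0.91 (adjusted p = 6.7e-10), the X-linked genes Bex1, Bex2, Bex3 and Tceal9 by 0.61, 0.65, 0.60 and 0.64, and Tagln, an actin-binding protein gene on chromosome 9, by 0.65, all in 4 of 4 samples. X-linked genes as a group, 262 of them, lay below the other genes by a log2 difference of -0.35 (camera, not an exact test, p = 2.6e-26; p = 0.0518 with an estimated correlation). DESeq2 called 24 of these genes, and the count was 8 without WT replicate 1.

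Among the lists, camera called 4 as higher in Xist+ cells, none of them with an estimated correlation. These were formative and primed epiblast genes (2 of 10 genes called, median 0.54, adjusted p = 4.4e-06; adjusted p = 0.264 with an estimated correlation), general pluripotency (2 of 10, 0.37, adjusted p = 4.4e-06; adjusted p = 0.447 with an estimated correlation), DNA methylation (3 of 7, 0.34, adjusted p = 1.2e-05; adjusted p = 0.447 with an estimated correlation) and S phase (0 of 19, 0.29, adjusted p = 0.00079; adjusted p = 0.594 with an estimated correlation). It called 2 as lower, fibroblast genes (2 of 3, -0.65, adjusted p = 8.9e-05; adjusted p = 0.264 with an estimated correlation) and trophectoderm genes (2 of 5, -0.37, adjusted p = 0.0450; adjusted p = 0.724 with an estimated correlation).

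One cell of WT replicate 2 held 68 of the 71 UMIs of 2-cell-like genes and 106 of the 107 UMIs of Gm5039 in WT. The effect of genotype on the Xi to Xa ratio differed with the strain of the Xi in 0 of 107 genes. The median log2 difference, B6 minus Cast, was 0.64 (fry, not an exact test, p = 0.155). The median change not split by strain was 0.56 over 159 genes. Even without the split, the allelic test found only 5 of 143 simulated genes shifted by 1. The count of 0 therefore does not show that the effect is equal on both strains. The median log2 fold change of naive pluripotency genes between genotypes was 0.55 in Xist+ cells alone and 0.74 in Xist- cells alone.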
